# Preferential gene expression in the limbus of the vervet monkey

**Published:** 2008-11-10

**Authors:** Zhenhua Ding, Jun Dong, Jason Liu, Sophie X. Deng

## Abstract

**Purpose:**

To elucidate the unique molecular factors and biological processes that are differentially expressed in the limbal stem cell microenvironment by comparing directly to that of its immediate adjacent structures, the cornea and conjunctiva.

**Methods:**

Total RNA was isolated and amplified from the limbus, cornea, and conjunctiva. A gene expression profile of each tissue type was obtained by using microarray technique. The transcripts in which the expression level was at least twofold higher than that in the other two tissue types were identified. The expression levels of selected genes were confirmed by quantitative reverse transcription polymerase chain reaction (QRT–PCR). Protein expression of selected genes were confirmed by an immunohistochemistry study in normal human ocular tissue.

**Results:**

There were 186 preferentially overexpressed transcripts in the limbus in direct comparison to that in the cornea and conjunctiva. Many signature genes in the cornea and conjunctiva were among the preferentially expressed transcripts obtained by the microarray data. In addition, a significant number of new genes were identified, and the expression level of all nine selected genes was verified by QRT–PCR. Protein expression levels of keratin 13, tenascin c, homeodomain only protein (HOP), and TP53 apoptosis effector (PERP) were confirmed in human ocular tissues. Functional analysis of the preferentially expressed genes in the limbus reviewed that melanin metabolism and cell-cell adhesion were among the noticeable biological processes. Chromosomal distribution of the overexpressed genes in the limbus was disproportional to that of all known human genes.

**Conclusions:**

These findings may shed light on the unique molecular components and regulation of limbal stem cells and their niche.

## Introduction

Corneal epithelial stem cells have been suggested by clinical and experimental evidence to reside at the basal layer of the limbal epithelium, and they are so called “limbal stem cells” (LSCs) [1-5]. Many molecules have been proposed as markers of LSCs [6-8]. However, there is no unique marker to directly identify LSCs, and this significantly limits the localization and characterization of LSCs and their niche [9].

The concept of stem cell niche was first introduced by Schofield in 1978 [10]. The stem cell fate is governed by intrinsic and extrinsic signals. The surrounding microenvironment or niche, which consists of niche cells, soluble factors, and extracellular matrix, provides the external signals. The underlying limbal stroma including the extracellular matrix, vascular supply, and stromal cells appears to modulate the differentiation and survival of corneal epithelial cells [9,11-13]. Because LSCs have not yet been located directly, the exact spatial arrangement of LSCs and their niche cells is largely unknown. Goldberg and Bron [14] suggested that LSCs are located within the specific limbal structure, the palisades of Vogt. Papillary projections of the stroma extend upward at the basement of the limbus, and distinct invaginations of limbal epithelium into the deep stroma (limbal crypt) appear similar to the epithelial crypts of the gut where the intestinal epithelial stem cells are located [1,15,16]. The LSC niche has been proposed to reside within these deep limbal crypts [17,18].

To understand the intrinsic factors that characterize limbal stem cells, the gene expression profile of limbal epithelial cells has been compared with that of corneal epithelial cells [19,20] or of conjunctival epithelial cells [21], but no study comparing the gene expression profiles of all three types of epithelia with the underlying stroma has been reported. The goal of the present study was to identify unique genes and biological pathways that are differentially expressed in the limbal epithelium and the underlying stroma in comparison with those in the cornea and conjunctiva. The underlying stroma was included to ensure that the samples contained the deep limbal crypts and the potential components of LSC niche.

## Methods

### Tissue collection

Eye tissue of vervet monkeys (*Chlorocebus aethiops sabaeus*) was obtained from the Department of Human Genetics at the University of California, Los Angeles, CA, through the tissue-sharing protocol adherence to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and was approved by the Institutional Animal Research Committee of the University of California, Los Angeles. The age of the animal varied from 32 to 37 months, and the diameters of the corneas were between 10 and 11 mm. The intact globe was enucleated within 1 h after euthanasia, flash-frozen on dry ice, and stored at −80 °C. The globe was placed at −5 °C to soften the tissue to allow tissue dissection. The cornea was trephined with an 8.0 mm trephine, and the epithelium along with the stroma immediately beneath it (one-third to one-half of the total stroma) was dissected. The conjunctiva with the underlying Tenon and the 1.5 to 2 mm rim of the limbal epithelium with the stroma immediately beneath it (one-third to one-half of the total stroma) were also dissected. All dissected tissues were stored at −80 °C until the RNA was extracted.

### RNA isolation

To ensure complete homogenization, a serrated homogenizer (Omni International, Marietta, GA) was used. All samples were kept on dry ice before homogenization. Each sample was bathed in a lysis buffer provided in Qiagen RNeasy mini kits (Qiagen, Valencia, CA). β-Mercaptoethanol (Invitrogen, Carlsbad, CA) was added to the lysis buffer in a 1:100 ratio. In between periods of homogenization, the blade was rinsed twice with filtered distilled deionized (ddI) water (Millipore, Billerica, MA), once with 70% ethanol, and twice in fresh Millipore ddI water. Total RNA was isolated by using the Qiagen RNeasy mini columns (Qiagen). The quantity and quality of the extracted total RNA were assessed by the NanoDrop 1000 spectrophotometer (NanoDrop, Wilmington, DE) and the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Because of the sample’s low concentration, all integrity checks were run on Agilent’s RNA Pico Chips.

### Microarray analysis

A standard starting amount of total RNA (10 ng) was used for two-round transcription amplification. Synthesis for all samples was successful and provided a sufficient yield of cRNA. Vervet monkey arrays were not available, and human arrays had previously been used for other primate gene profiling without discernible loss of information. Use of human arrays for other primate gene expression studies has been very productive [22,23]. Affymetrix U133 plus 2.0 human expression arrays (Affymetrix, Santa Clara, CA) was used in accordance with the standard Affymetrix protocol for eukaryotic expression arrays. All microarrays were scanned by using an Affymetrix 3000 one-color microarray scanner. Raw images were examined for surface defects and for proper grid placement. Background intensity, housekeeping gene expression, and a 3′- to -5′ ratio of probe sets for genes of varying lengths were also used to assess the quality. Probe intensity values were generated by using the Affymetrix Gene Chip Operating System.

### Quantitative real-time polymerase chain reaction

Total unamplified RNA was used for reverse transcription. Gene-specific primers were designed (Table 1). The cDNA of each transcript was reverse-transcribed by using Superscript II RNase H2 reverse transcriptase (Invitrogen) according to the manufacturer’s recommendations, in triplicate. The relative abundance of transcripts was detected using a Stratagene Mx3000P real-time polymerase chain reaction (PCR) system with Brilliant SYBR Green QRT–PCR Master Mix (Stratagene, La Jolla, CA). Cycling conditions were as follows: an initial denaturing step of 5 min at 94 °C and subsequent 40 cycles of amplification in which each cycle consisted of 15 s at 94 °C, 30 s at 55 °C, and 30 s at 72 °C. To generate a dissociation curve after the amplification cycles, each sample was incubated at 95 °C for 1 min followed by a melting curve program (55-99 °C with a 5 s hold at each temperature). The fluorescence intensity of each sample was acquired during the execution of the melting curve program and normalized in relation to that of the housekeeping gene, glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*). The average value of the triplicates from each transcript was used for comparison.

**Table 1:** Primers used for QRT–PCR.

**Gene name**	**Direction**	**Primer sequence**
*MYBPC1*	Forward	TCCAGATTGTTGACCGTCCA
	Reverse	CACTGAGGCCGCACATGTT
*TYRP1*	Forward	GGTGCAACGTCTTCCTGAACC
	Reverse	CATCAAAGACTGCATCCGTGA
*K13*	Forward	CAGAGCGTGGAGGCTGACAT
	Reverse	CCTCCTTGTTCAGCTCTGCAC
*WIF1*	Forward	CACCTGCTTTAACGGAGGGAC
	Reverse	CAGTGTCTTCCATGCCAACCT
*HPGD*	Forward	GGTGAAGGCGGCATCATT
	Reverse	GCAATCAATGGTGGGTCCA
*HOP*	Forward	ATGTCGGCGGAGACCGCGAGCGG
	Reverse	TTAGTCTGTGACGGATCTGCAC
*TNC*	Forward	GTGGAGAGCTTCCGGATTACC
	Reverse	TACTCCACTGTGTTCCCGGAC
*PERP*	Forward	CTGCTCCTACTCAGCGCCAT
	Reverse	CAAAGCCGTAGGCCCAGTTAT
*K12*	Forward	CCAGGTGAGGTCAGCGTAGAA
	Reverse	CCTCCAGGTTGCTGATGAGC
*GAPDH*	Forward	CGACCACTTTGTCAAGCTCA
	Reverse	AGGGGTCTACATGGCAACTG

Abbreviations: *MYBPC1*, myosin binding protein C; *TYRP1*, tyrosinase-related protein 1; *K13*, keratin 13; *WIF1*, Wnt inhibitory factor 1; *HPGD*, hydroxyprostaglandin dehydrogenase 15-(NAD); *HOP*, homeodomain-only protein; *TNC*, tenascin C; *PERP*, TP53 apoptosis effector;  *K12*, keratin 12; *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase.

### Data analysis

All Affymetrix data were normalized by using the justRMA algorithm of R software from the Bioconductor group [24], which implements the RMA (robust multi-array average) normalization method [25]. In this normalization step, each array was individually normalized by combining it with a pool of 50 fixed reference arrays in the Microarray Core Facility at the University of California, Los Angeles. Genes with expression values at least twofold greater than those in the other two tissue types were selected and considered to be differentially expressed. EASE (expression analysis systematic explorer) software (NIH, Frederick, MD) was used for functional analysis [26]. Lists of differentially expressed genes were checked by EASE to find the most over-represented gene groups.

### Immunohistochemistry

Human sclerocorneal tissues were obtained from the San Diego Eye Bank (San Diego, CA). The death to preservation time was less than 12 h. The tissue was then cut into four quadrants and embedded in OCT on dry ice within six days from procurement. Tissues were cut into to 6 μm sections using cryostat and stored in −80 °C. Rabbit polyclonal anti-tenascin c (TNC) and anti-keratin13 (K13) antibodies were obtained from Santa Cruz Biotechnology Inc. (Santa Cruz, CA). The polyclonal rabbit anti-HOP [27] was a generous gift from Dr. Eric Olson (University of Texas Southwestern Medical Center at Dallas, Dallas, TX), and the rabbit anti-PERP antibody was from Abcam (Cambridge, MA). Frozen section slides were warmed up in the desiccator at room temperature, fixed with 4% formaldehyde for 20 min, washed with 0.3% triton in phosphate buffer saline (PBS) three times, and blocked with 5% normal goat serum (Jackson ImmunoResearch Laboratories, West Grove, PA) in PBS for 30 min. The slides were washed with 1% BSA/PBS three times, and incubated with primary antibodies overnight at 4 °C. The slides were washed with 1% BSA/PBS three times and labeled with the appropriate secondary antibodies, Alexa Fluor 488 goat anti rabbit IgG or Alexa Fluor 488 goat anti mouse IgG (Invitrogen) for 1 h at room temperature. The nucleus was labeled with Hoechst 33342 at 0.5 μg/ml for 10 min. The slides were washed with PBS three times and mounted. The pictures were taken under 25X object using a Zeiss fluorescent microscope (Carl Zeiss Inc., Oberkochen, Germany).

## Results

The RNA yield was 568.2 ng, 60 ng, and 371.4 ng from the limbus, cornea, and conjunctiva, respectively. The RNA quality assessed by using the Pico Chip revealed a flat baseline with no significant tailing of the rRNA bands (data not shown), and the S18 to S23 ratio was between 1.8 and 2.0. The RNA isolated from all three tissues appeared to have little degradation.

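Total RNA of the limbus, the cornea, and the conjunctiva of the vervet monkey was hybridized to human expression arrays, with 1 array for each of the 3 tissues. The limbus is the narrow rim between the cornea and the conjunctiva. Each dissected sample held the epithelium together with the tissue beneath it, so stromal, vascular, nerve, immune, and pigment cells could all contribute to a value. The authors amplified the RNA, scanned the arrays, and normalized each array by RMA together with a fixed pool of reference arrays; RMA corrects the background, brings the arrays to a common distribution, and summarizes the probes of a probe set into 1 value. The deposited values were intensities on a linear scale and were used without further normalization. Their median over the 54675 probe sets was 49.0 in the limbus, 48.8 in the cornea, and 50.7 in the conjunctiva. A value of at least 100 was reached by 16556 probe sets in the limbus, 16284 in the cornea, and 16624 in the conjunctiva. The ratio of the 3′ to the 5′ control probe set of GAPDH, a measure of the length of the amplified RNA, was 3.12 in the limbus, 4.58 in the cornea, and 3.83 in the conjunctiva, and that of ACTB was 11.8, 11.2, and 10.3, respectively. A probe set was counted for a tissue when its linear value was at least 2-fold higher than in each of the other tissues. Levels of a gene are those of its probe set with the highest mean log2 value unless another probe set is named. Genes ranked by average ratio are read from a counted probe set, and genes of Table 2 from the probe set with the accession printed there, where found. There was no replicate array, so no difference between tissues could be set against a replicate error, and no p-value is given. Other probe sets of the same gene were the only internal check of a value. Because the probes were designed on human sequence, levels of different probe sets are not read as differences between genes. They do enter the 3′ to 5′ ratios above, the choice of a probe set by its mean, and the matching of random lists on expression. A median over the probe sets of a gene is taken in each tissue separately and can pair the levels of different probe sets. Ratios of such medians need not be ratios within a probe set.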

To investigate the overall gene expression profiles of the limbus, conjunctiva, and cornea, we used the Affymetrix Human U133 plus 2.0 array, which contains 54,675 probe sets representing approximately 47,000 transcripts and variants. The Affymetrix U133 plus 2.0 human expression array was chosen because of the relatedness between humans and other primates. The RMA normalized data from all three tissue types were deposited into the Gene Expression Omnibus (accession number GSE10683). The pairwise scatter plots of the normalized values indicated an overall similarity in gene expression among the three tissue types (Figure 1). A closer correlation was observed between the limbus and cornea (r=0.96) and between the limbus and conjunctiva (r=0.95) while a slightly lesser correlation was seen between the cornea and conjunctiva (r=0.90). 

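Over all 54675 probe sets, on the linear scale, Pearson's r was 0.957 between the limbus and the cornea, 0.952 between the limbus and the conjunctiva, and 0.905 between the cornea and the conjunctiva. The order of the limbus correlations depended on the scale. On the log2 scale r was 0.962 with the cornea and 0.968 with the conjunctiva, and Spearman's coefficient was 0.954 and 0.961. The cornea and the conjunctiva also had the most probe sets apart. Between them, 4202 probe sets (7.69%) differed by at least 2-fold, compared with 2533 (4.63%) between the limbus and the cornea and 1953 (3.57%) between the limbus and the conjunctiva. Among the 4202 probe sets apart in the cornea and the conjunctiva, the limbus lay between the other tissues in 3572 (85%). The matching share was 44.0% for the cornea and 46.9% for the conjunctiva. These shares depend on how few probe sets are highest or lowest in a tissue, so they are not independent of such counts. The correlations are across probe sets within these arrays, and probe sets are not independent replicates. From the scatter plots, the paper reads an overall similarity of the 3 tissues, with a slightly lesser correlation between the cornea and the conjunctiva.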

The gene in which expression in one tissue was at least twofold higher than that in the other two tissues was considered to be differentially expressed. 

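Epithelial keratins led the transcripts of the cornea. KRT24 had a value of 4797 in the cornea, 2105 in the limbus, and 22.6 in the conjunctiva. The cornea was also highest for PTGS2, the inducible cyclooxygenase, with 731 against 31.3 in the limbus and 21.0 in the conjunctiva, and for CNTNAP2, a neurexin family member, with 2441 against 406 and 38.0. Among genes with a single symbol and a value of at least 100, the largest average ratio in the conjunctiva was that of the copper-binding plasma protein ceruloplasmin (CP), which reached 8871 in the conjunctiva, 1730 in the limbus, and 49.8 in the cornea. The secretoglobin SCGB1D1 reached 1304, 17.1, and 37.3, and the siderophore-binding lipocalin LCN2 reached 7557, 541, and 132, in the same order. An immunoglobulin light chain probe set (IGLC1), the complement component C3, the immunoglobulin receptor PIGR, the collagen COL3A1, and the prostaglandin receptor PTGER4 were also among the 15 genes with the largest average ratio there. In all, 194 probe sets were at least 2-fold higher in the limbus than in both other tissues, 724 in the cornea, and 604 in the conjunctiva. These had 163, 550, and 414 distinct gene symbols. The median average ratio was 2.77 in the limbus, 2.97 in the cornea, and 3.50 in the conjunctiva. Of the limbus probe sets, 122 had a value of at least 100. The 724 of the cornea included 12 Affymetrix control probe sets. Each array was also divided by the mean of its hybridization controls, a scaling chosen after seeing the data. The counts then became 1028 in the limbus, 190 in the cornea, and 354 in the conjunctiva. This scaling raises every limbus value and lowers every cornea value, so a higher limbus count and a lower cornea count follow from it. With this scaling KRT24 is less than 2-fold higher in the cornea than in the limbus, while PTGS2 and CNTNAP2 keep a 2-fold difference.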

There were 186 transcripts predominantly overexpressed in the limbus, 644 in the cornea, and 506 in the conjunctiva. Of the 186 preferentially expressed transcripts in the limbus, 172 encoded proteins with known functions. The preferentially overexpressed genes in the limbus were ranked based on the average ratio of expression against those in the cornea and conjunctiva. 

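The transcript with the largest average ratio in the limbus was MYBPC1, a myosin binding protein of slow muscle, with a value of 831 in the limbus, 23.0 in the cornea, and 78.4 in the conjunctiva and an average ratio of 23.4. Next were the melanosomal enzyme TYRP1 (19.2) and the suprabasal keratin KRT13 (11.0). GNB4, a G protein subunit, followed at 10.3 on its counted probe set, although its brightest probe set had 0.938 and was highest in the cornea. PCK1, an enzyme of gluconeogenesis, came next at 9.60. The sizes and the order of these ratios rest on low values in the other tissues: with a pseudocount of 32 MYBPC1 fell to 11.8 and TYRP1 came behind KRT13 (10.2), and 25 of the 45 average ratios of Table 2 genes moved by more than 1.5-fold. Further among the 20 genes with the largest average ratio were the transmembrane protein STEAP1 (316 in the limbus, 24.2 in the cornea, and 102 in the conjunctiva), the selenoprotein GPX2 (804, 77.3, and 288), and the cationic amino acid transporter SLC7A2 (918, 114, and 189). Of the 50 genes of Table 2, 45 have a probe set named here, and 44 of these were at least 2-fold higher in the limbus than in both other tissues. The exception, PENK, was read from its probe set with the highest mean, while another PENK probe set was counted for the limbus. Of the 45, 35 had a higher value in the conjunctiva than in the cornea. Other probe sets of the same genes often did not share the pattern. Among 110 other probe sets, with a value of at least 100, of genes counted for the limbus, 36 (32.7%) were highest in the limbus, compared with 71.0% for the cornea and 67.4% for the conjunctiva. Among all such probe sets with a single symbol the limbus was highest in 24.3%, the cornea in 43.4%, and the conjunctiva in 32.3%. Some genes also had more than 1 counted probe set. Counted probe sets with a single symbol numbered 171 in the limbus, 637 in the cornea, and 503 in the conjunctiva. They had 163, 550, and 414 distinct symbols. Over all probe sets of a gene, the median average ratio of the 45 genes was 2.40 in place of 5.04. Only 34 of the 45 have more than 1 probe set and could change. For this the level of a gene was its median in each tissue separately. A ratio can then set different probe sets against each other, so the drop does not measure disagreement between probe sets.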

The top 50 transcripts were listed in Table 2.

**Figure 1:**
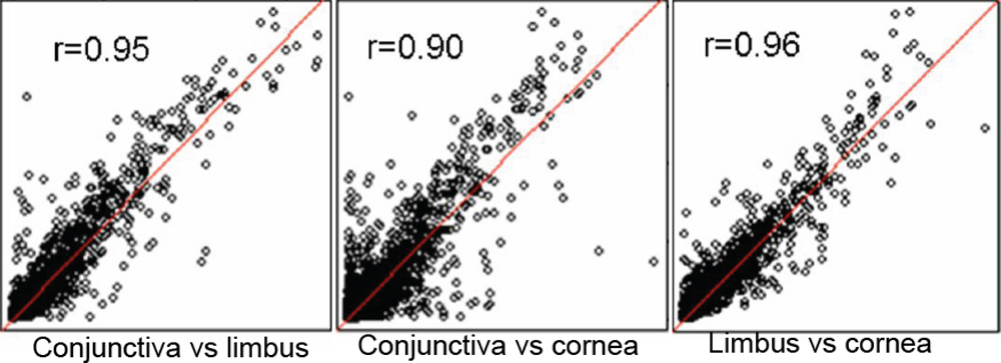
Pairwise scatter plot analysis of the correlation of all transcripts among the limbus, cornea, and conjunctiva indicated an overall similarity among all three tissue types. A slightly lower correlation was seen between the conjunctiva and cornea.

**Table 2:** The top 50 preferentially overexpressed transcripts in the limbus that were selected according to the ranking of the average ratio of expression level.

**Gene title**	**Gene symbol**	**Public ID**	**Average ratio**
**Cell adhesion**			
myosin binding protein C, slow type	*MYBPC1*	BF593509	23.4
Collagen, type VIII, alpha 1	*COL8A1*	AL359062	5.04
desmoglein 3 (pemphigus vulgaris antigen)	*DSG3*	AI813438	4.85
cadherin 6, type 2, K-cadherin (fetal kidney)	*CDH6*	AU151483	4.06
Protocadherin 9	*PCDH9*	R49295	3.62
tenascin C (hexabrachion)	*TNC*	NM_002160	6.55
**Developmental process**			
keratin 13	*KRT13*	NM_002274	11.04
tumor necrosis factor receptor superfamily, member 19	*TNFRSF19*	BF432648	7.72
secretogranin II (chromogranin C)	*SCG2*	NM_003469	6.02
WNT inhibitory factor 1	*WIF1*	NM_007191	5.61
v-jun sarcoma virus 17 oncogene homolog (avian)	*JUN*	NM_002228	3.9
mohawk homeobox	*MKX*	AW023227	3.67
**Neurological and nervous system development**			
coagulation factor C homolog, cochlin (Limulus polyphemus)	*COCH*	BC007230	6.43
retinol binding protein 4, plasma	*RBP4*	NM_006744	6.15
proenkephalin	*PENK*	NM_006211	5.39
proteolipid protein 1 (Pelizaeus-Merzbacher disease, spastic paraplegia 2, uncomplicated)	*PLP1*	BC002665	5.12
paired box gene 3 (Waardenburg syndrome 1)	*PAX3*	AA194168	4.31
very low density lipoprotein receptor	*VLDLR*	L22431	8.75
Netrin G1	*NTNG1*	AW051597	7.22
pleiotrophin (heparin binding growth factor 8, neurite growth-promoting factor 1)	*PTN*	AL565812	3.44
sodium channel, voltage-gated, type II, beta	*SCN2B*	AA447729	3.41
**Melanin metabolic process**			
tyrosinase-related protein 1	*TYRP1*	NM_000550	19.16
tyrosinase (oculocutaneous albinism IA)	*TYR*	BC027179	5.58
dopachrome tautomerase (dopachrome delta-isomerase, tyrosine-related protein 2)	*DCT*	NM_001922	4.27
**Transport**			
six transmembrane epithelial antigen of the prostate 1	*STEAP1*	NM_012449	8.08
solute carrier family 7 (cationic amino acid transporter, y+ system), member 2	*SLC7A2*	AA876372	6.44
solute carrier family 35, member F3	*SLC35F3*	BF968270	4.88
solute carrier family 16 (monocarboxylic acid transporters), member 6	*SLC16A6*	AI873273	4.79
potassium voltage-gated channel, shaker-related subfamily, member 2	*KCNA2*	BF513715	3.54
solute carrier family 28 (sodium-coupled nucleoside transporter), member 3	*SLC28A3*	NM_022127	3.52
**Others**			
unknown	unknown	H99792	10.3
phosphoenolpyruvate carboxykinase 1 (soluble)	PCK1	NM_002591	9.6
Transcribed locus, moderately similar to NP_775622.1 transmembrane protein 28	unknown	H09780	8.98
hydroxyprostaglandin dehydrogenase 15-(NAD)	HPGD	NM_000860	6.61
glutathione peroxidase 2 (gastrointestinal)	GPX2	NM_002083	6.6
melan-A	MLANA	U06654	5.94
roundabout, axon guidance receptor, homolog 2 (Drosophila)	ROBO2	AB046788	5.33
CAZ-associated structural protein	CAST1	Z38645	5.23
lipoma HMGIC fusion partner-like 3	LHFPL3	AI939602	5.06
Chromosome 8 open reading frame 42	C8orf42	AI632224	4.97
brain-specific angiogenesis inhibitor 3	BAI3	NM_001704	4.87
adenylate cyclase 1 (brain)	ADCY1	AL120173	4.65
hypothetical protein LOC283713	LOC283713	T03743	4.52
sushi domain containing 4	SUSD4	BC004888	3.77
L-threonine dehydrogenase	TDH	NM_152566	3.76
zinc finger protein 236	ZNF236	AA004757	3.68
family with sequence similarity 107, member B	FAM107B	BC004872	3.55
chromosome 1 open reading frame 74	C1orf74	AW295407	3.53
low density lipoprotein receptor-related protein 11	LRP11	BF696304	3.51
EPS8-like 1	EPS8L1	AF282167	3.51

The transcripts were grouped based on their function.

To validate our microarray data, we analyzed the expression pattern of several well known signature genes in the cornea and conjunctiva. One of the cornea epithelium markers, keratin 12 [2], and the cornea stroma protein, keratocan [28], were predominantly expressed in the cornea and minimally expressed in the conjunctiva and limbus (Figure 2). 

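Keratin 12 (KRT12), the differentiation keratin of the corneal epithelium, had a value of 8068 in the cornea, 2633 in the limbus, and 54.3 in the conjunctiva. The cornea was 3.06-fold above the limbus and 149-fold above the conjunctiva, and the limbus was 48.5-fold above the conjunctiva. Keratocan (KERA), a proteoglycan of the corneal stroma, had a value of 312 in the cornea, 85.3 in the limbus, and 18.5 in the conjunctiva, so that the limbus was 4.60-fold above the conjunctiva. Each gene had a single named probe set.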

Mucin 5AC, a conjunctiva marker [29], was preferentially expressed in the conjunctiva but not in the other two tissues (Figure 2). 

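The probe set of MUC5AC, the gel-forming mucin of goblet cells, with the highest mean had a value of 1618 in the conjunctiva, 127 in the limbus, and 102 in the cornea. The conjunctiva was 12.8-fold above the limbus and 15.9-fold above the cornea. All 4 named MUC5AC probe sets were highest in the conjunctiva. On the other 3 the conjunctiva reached 194, 170, and 107, and the limbus 75.8, 115, and 86.7, so the size of the difference depended on the probe set.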

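Keratin 15 (KRT15), a keratin of basal epithelial cells, had a value of 3520 in the conjunctiva, 3159 in the limbus, and 182 in the cornea. The limbus was 17.4-fold above the cornea and at 0.897 of the conjunctiva. KRT15 had 1 named probe set and was not counted for either tissue, since neither was 2-fold above the other, and after quantile normalization of the 3 arrays the limbus was the higher of them.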

Other markers such as keratin 15, which had been shown to be exclusively expressed at the basal epithelial layer of the limbus and conjunctiva [30], had a higher transcription level in the limbus and conjunctiva (Figure 2). 

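Marker lists fixed before the data were examined, which include KRT12, KERA, and MUC5AC, separated the cornea from the conjunctiva. Of 8 corneal epithelial genes, 4 were at least 2-fold higher in the cornea than in both other tissues: KRT12, the crystallin-like aldehyde dehydrogenase ALDH3A1 (9230 in the cornea, 2949 in the limbus, and 1041 in the conjunctiva), the transketolase TKT, and the gap junction protein GJA1. The median of log2 value minus the mean of the other tissues was 1.63 for this list in the cornea, above all random lists matched on expression. Of 13 keratocyte and corneal stroma genes, KERA, PTGDS, TGFBI, and COL12A1 passed in the cornea and OGN in the conjunctiva; COL12A1 was no longer highest in the cornea by the median over its probe sets. Of 15 goblet cell and mucosal genes, 6 passed in the conjunctiva, including the trefoil factor TFF1 (1568 in the conjunctiva, 222 in the limbus, and 83.7 in the cornea) and AGR2 (4718, 595, and 1220), and KRT13 passed in the limbus. The median for this list was 1.30 in the conjunctiva and -1.91 in the cornea. Of 4 lacrimal and serous gland genes measured, LTF, LYZ, and LCN1 passed in the conjunctiva, where the median was 2.19. In the limbus the median was 0.047 for the corneal epithelium, -0.044 for the corneal stroma, -0.19 for the goblet cell list, and -1.12 for the gland list.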

The expression levels of all of these signature genes of each tissue type were highly correlated with their expected expression patterns.

**Figure 2:**
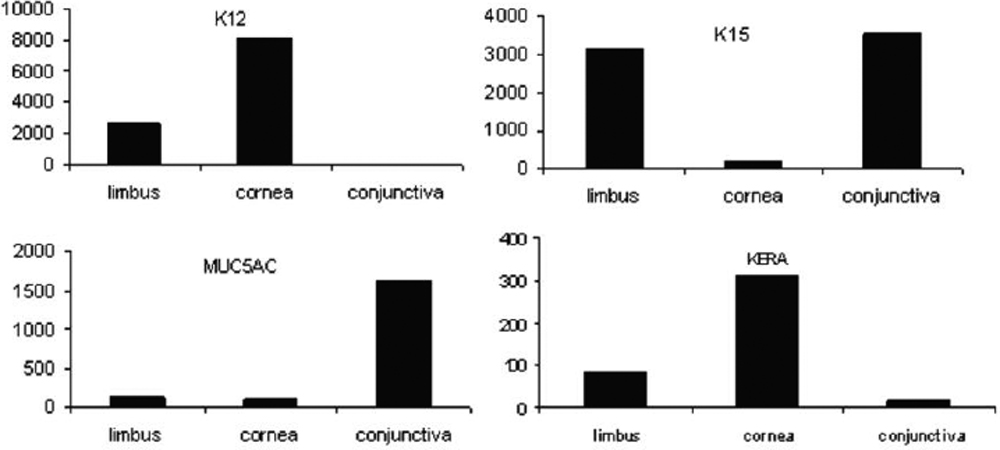
Expression levels of selected signature genes in the cornea and conjunctiva obtained by the microarray method. Abbreviations: K12, keratin 12; K15, keratin15; MUC5AC, mucin 5AC; KERA, keratocan.

To further verify the microarray method, nine transcripts with differential expression patterns seen in our microarray analysis were independently quantified by QRT-PCR. These genes included Wnt inhibitory factor 1 (WIF1), hydroxyprostaglandin dehydrogenase (HPGD), K13, K12, HOP, PERP, myosin binding protein C (MYBPC1), tyrosinase-related protein 1 (TYRP1), and TNC. To allow for direct comparison of these two methods, the highest expression value of each gene obtained by each method was independently set to 1. The expression values in the other two tissue types were calibrated proportionally for each method. In all cases, the expression levels of all nine genes seen in the microarray experiment were consistent with those measured by QRT–PCR (Figure 3).

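With the highest tissue set to 1, 7 of the 9 genes were highest in the limbus on the array. The Wnt antagonist WIF1 was at 0.155 in the cornea and 0.21 in the conjunctiva, and the prostaglandin-degrading enzyme HPGD at 0.145 and 0.158. MYBPC1 was at 0.0276 and 0.0943, KRT13 at 0.0523 and 0.336, and TYRP1 at 0.0402 and 0.0744, in the same order. The matrix glycoprotein tenascin C (TNC) was at 0.13 in the cornea and 0.185 in the conjunctiva, and HOP (HOPX) at 0.253 and 0.442. KRT12 was highest in the cornea, with 0.326 in the limbus and 0.00673 in the conjunctiva. PERP, a component of desmosomes, was highest in the cornea as well, with 0.856 in the limbus and 0.385 in the conjunctiva, and all 3 of its probe sets with a value of at least 100 were highest there; with the 3 arrays quantile normalized together its highest value was in the limbus. By the median over its probe sets HOPX was highest in the conjunctiva, and HPGD (0.760 in the cornea and 0.889 in the conjunctiva) and TNC (0.985 and 0.826) were no longer 2-fold higher in the limbus; each of these genes has 1 probe set with a value of at least 100, so low probe sets set these medians. These values are from the arrays only. The QRT-PCR measurements were used only as bars of Fig. 3 read by eye, in a comparison given in the closing section.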

**Figure 3:**
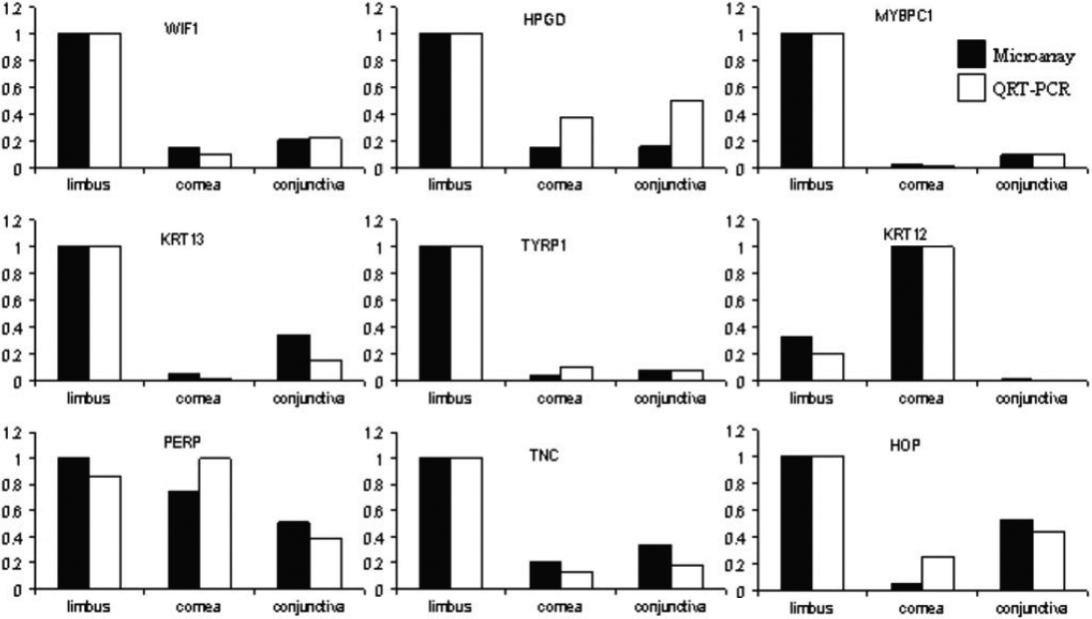
Levels of mRNA of nine transcripts obtained by microarray method were comparable to those obtained by QRT–PCR. Solid bars represent expression values obtained by microarray, and the white bars represent expression values obtained by QRT–PCR. Abbreviations: *WIF1*, Wnt inhibitory factor 1; *HPGD*, hydroxyprostaglandin dehydrogenase 15-(NAD); *MYBPC1*, myosin binding protein C; *TYRP1*, tyrosinase-related protein 1; *KRT12*, keratin 12; *KRT13*, keratin 13; *PERP*, TP53 apoptosis effector; *TNC*, tenascin C; *HOP*, homeodomain-only protein.

Expression of K13, TNC, PERP, and HOP at the protein level was further studied in human ocular tissues by immunohistochemistry. As showed in Figure 4, K13 was expressed at the suprabasal level of limbal and conjunctival epithelium. It was absent at the basal level in both tissues. The level of expression was higher at the limbus and totally absent in the cornea. TNC is a nonstructural extracellular matrix protein that is believed to regulate cell adhesion and migration and to have signal-altering functions [31,32]. It was expressed at the basement membrane of the basal limbal epithelium and blood vessel walls and was absent in the cornea and conjunctiva. HOP was expressed in the nucleus of a subgroup of basal epithelial cells and deep stromal cells in the limbus. It was also found in the basal layer of the conjunctival epithelium and a smaller population of stromal cells but at a much lower level than in the limbus. It was completely absent in the corneal epithelium and stroma.

**Figure 4:**
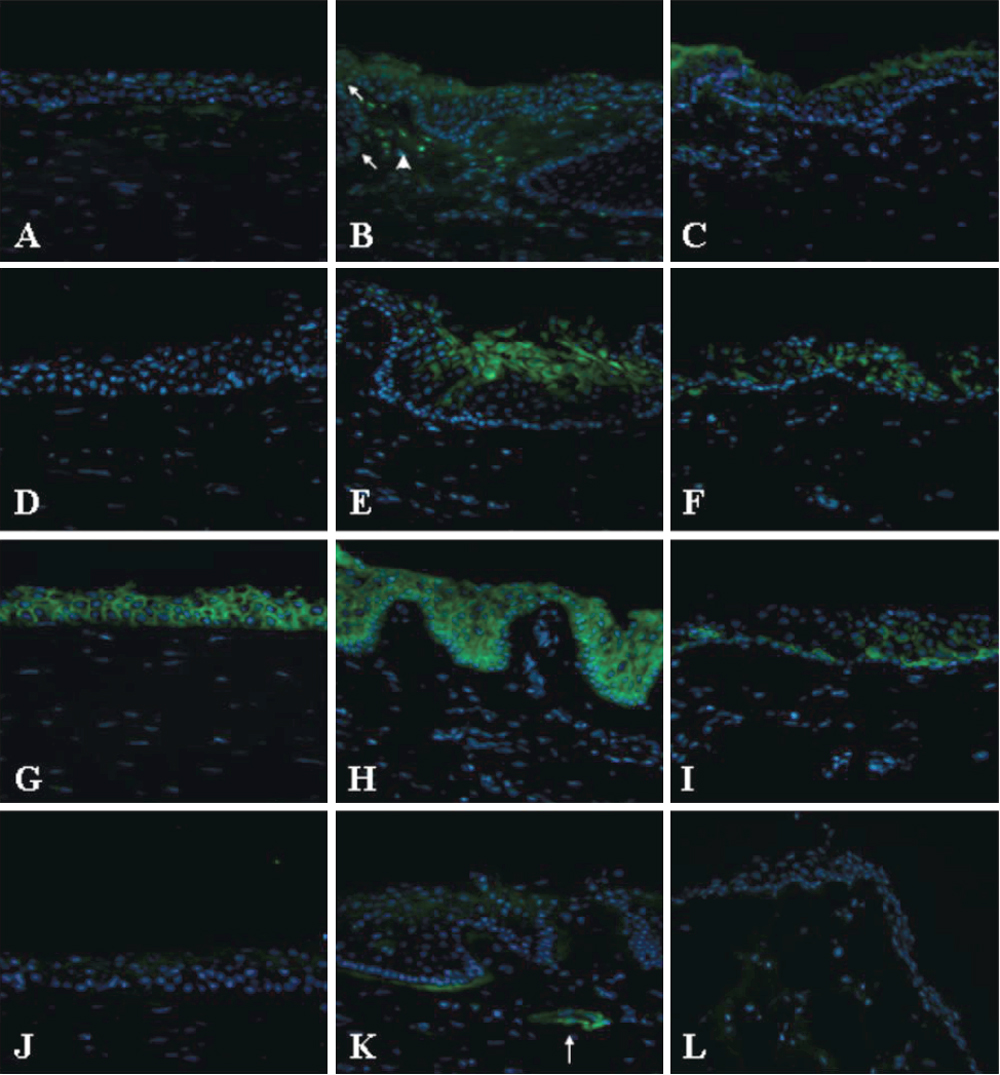
Protein expression of four selected genes in the cornea, limbus and conjunctiva by immunohistochemistry study. The left column was cornea (**A**,**D**,**G**,**F**). The middle was limbus (**B**,**E**,**H**,**K**), and the right was conjunctiva (**C**,**F**,**I**,**L**). HOP (green, A-C) was localized to the nucleus (blue) of a subgroup of basal limbal epithelial cells (**B**, arrows) and stromal cells (arrow head). K13 (green, **D**-**F**) was expressed in the suprabasal limbal (**E**) and conjunctival (**F**) epithelium and absent in the cornea (**C**). PERP (green, **G**-**I**) was localized to all layers of the epithelium in all three tissues. TNC (green, **J**-**L**) was localized specifically at the basement membrane of the limbus and blood vessel walls (arrow).

EASE software was used to identify gene ontologies that were preferentially expressed in the limbus. Many important biological processes were identified. 

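Of 11 keratinization and suprabasal genes measured, filaggrin (FLG) was at least 2-fold higher in the limbus, at 39.5 against 14.9 in the cornea and 17.2 in the conjunctiva, all under the median of the array. The median of log2 value minus the mean of the other tissues was 0.34 for this list in the limbus, at the 99.9th percentile of 10000 random lists of the same size matched on mean expression. Only 5 of the 11 genes reached 100 in any tissue, so the median rests in part on low values. Of these, KRT10, SPRR1A, and SPRR1B were highest in the cornea, and SPRR3 and CNFN in the limbus. The cornified envelope genes SPRR1A and SPRR1B were highest in the cornea, with 3882 and 2176 against 2801 and 1403 in the limbus. Of 10 Schwann cell and nerve genes measured, none passed in the limbus and GFRA3 passed in the conjunctiva; the limbus median of 0.038 was at the 72.4th percentile. Among genes that Table 2 places under nervous system development, the lipoprotein receptor VLDLR was at 766 in the limbus, 49.6 in the cornea, and 372 in the conjunctiva, and the retinol carrier RBP4 was 3.35-fold higher in the limbus than in the cornea and 8.94-fold higher than in the conjunctiva. Of 16 Wnt pathway genes, WIF1 passed in the limbus, DKK2 and WNT7A in the cornea, and SFRP2 in the conjunctiva. The lists were fixed before the data were examined but hold genes that the paper names from these arrays, such as WIF1, and the percentiles describe these arrays only.

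**Figure D1:**
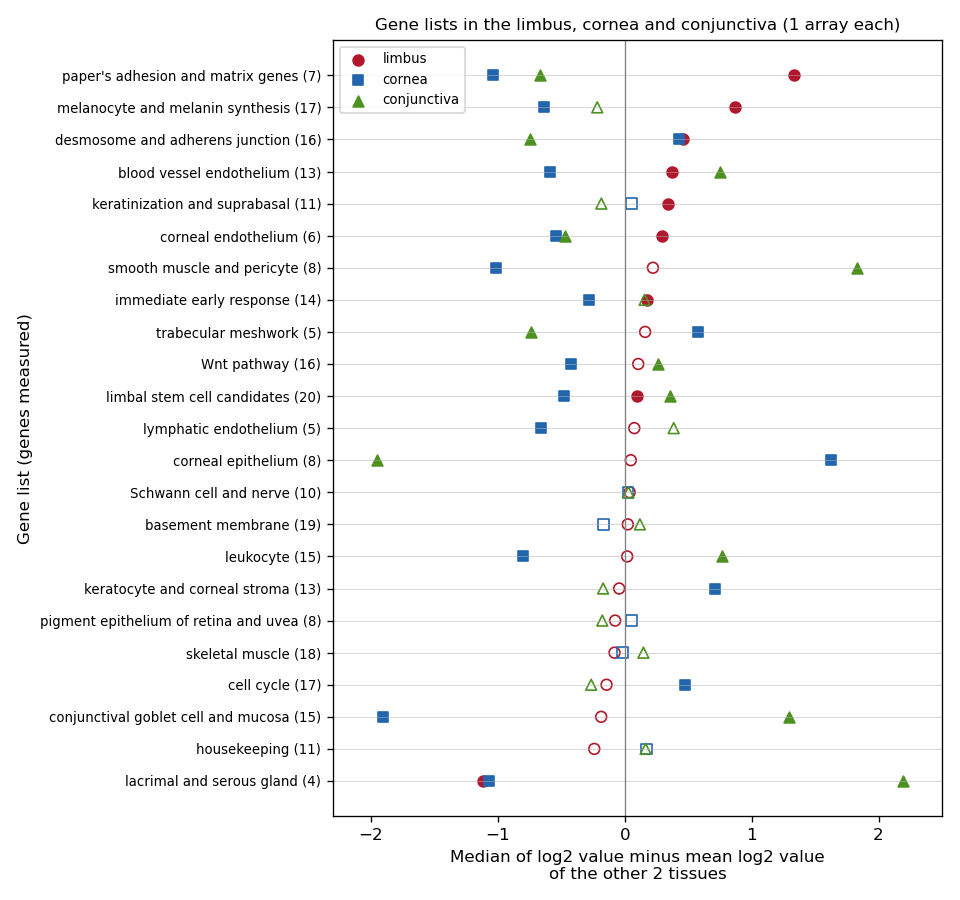
Median, over the measured members of a gene list, of log2 value minus the mean log2 value of the other tissues, for the limbus (circles), the cornea (squares), and the conjunctiva (triangles), from 1 array each. Filled symbols lie in the outer tails of random lists matched on expression, and the number of genes measured stands in parentheses. The lists of the genes that the paper chose for QRT-PCR and of its signature genes are not drawn. Of the lists drawn, the adhesion genes picked by the paper (1.33) and the melanocyte genes (0.87) have the largest limbus medians.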

A few noticeable pathways included melanin biosynthesis and metabolism, ectoderm development, neurophysiologic processes, and cell adhesion. 

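MLANA, which encodes Melan-A, had 2 named probe sets, and both were at least 2-fold higher in the limbus than in the other tissues. The brighter had a value of 303 in the limbus, 32.9 in the cornea, and 113 in the conjunctiva. On the other, the values were 89.0, 18.2, and 30.7. The average ratio was 5.94 and 3.89, respectively.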

Melan-A, a melanocyte differentiation antigen [33], was predominantly expressed in the limbus. Melanin biosynthesis is mediated by a group of enzymes that is uniquely expressed in melanocytes and belongs to the tyrosinase-related protein (TRP) family. 

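TYRP1 had a single named probe set, with a value of 290 in the limbus, 11.7 in the cornea, and 21.6 in the conjunctiva. The values of the cornea and the conjunctiva are under the median of their arrays, and with a pseudocount of 32 the average ratio was 6.70. Tyrosinase (TYR), which catalyzes the first step of melanin synthesis, had 3 named probe sets. The probe set with the accession of Table 2 had a value of 123 in the limbus, 19.3 in the cornea, and 25.5 in the conjunctiva, with an average ratio of 5.58. The brightest TYR probe set was also highest in the limbus, at 188 against 94.4 and 96.9, and missed the 2-fold rule at 1.94-fold over the conjunctiva. The remaining TYR probe set was at 9.58 in the limbus, 11.5 in the cornea, and 9.57 in the conjunctiva.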

TYRP1 is one of the most abundant glycoproteins in melanocytic cells [34].Three members of the TRP family, tyrosinase (*TYR*), *TYRP1*, and dopachrome tautomerase (*DCT*, formally known as tyrosinase-related protein 2) [35-38], were among the top out of the 50 highly expressed genes in the limbus (Table 2).

Seven highly expressed transcripts in the limbus encode proteins that are involved in cell-cell adhesion or are components of the extracellular matrix. These proteins include TNC [39]; P-cadherin [40,41]; K-cadherin [42,43]; collagens type XI α1 [44], type VII α1 [45,46], and type VIII α1 [47]; and desmoglein [48]. All of these proteins have been implicated in the development of the cornea, the regulation of cell adhesion and migration, or the alternation of intracellular signaling.

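All 7 genes were highest in the limbus, and 5 of them passed the 2-fold rule on the probe set with the highest mean. COL8A1 had a value of 208 in the limbus, 39.6 in the cornea, and 43.2 in the conjunctiva, and DSG3, which encodes a desmosomal cadherin, had values of 248, 45.0, and 59.1. On the other COL8A1 probe sets all values were at 14.6 or lower, with average ratios of 1.40 and 0.827. By the median over its probe sets the average ratio was 1.18 in place of 5.04. That median sets limbus and cornea levels of different probe sets against each other, so 1.18 is not a ratio within a probe set. TNC was at 214, 27.8, and 39.6, and CDH3 (P-cadherin) at 904, 302, and 427. COL11A1 passed at values under 100, with 75.7, 30.4, and 35.1. CDH6 (K-cadherin) and COL7A1 passed on another probe set only. For CDH6 that probe set was at 57.7, 14.1, and 14.4, while the brightest was at 187, 80.3, and 123. For COL7A1 it was at 398, 150, and 105, while the other was at 343, 336, and 214. The second DSG3 probe set was at 54.7, 35.0, and 51.9. The median log2 shift of the 7 genes in the limbus was 1.33. The paper picked these genes from the same arrays, so their shift is not independent evidence of a direction.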

Genes encoding human proteins were not uniformly distributed on different chromosomes, and previous studies showed that there was tissue-specific organization of genes on human chromosomes [49]. We therefore identified the chromosomal localization of the 172 transcripts of known functions that are preferentially overexpressed in the limbus and compared to the chromosomal localization of all known human genes. The analysis showed that the highest percentage of the limbus-specific genes was found on chromosome 15 when compared with that of all other known human genes (6.98% versus 3.01%). The next highest percentage was found on chromosome 14 (5.23% versus 3.23%), and the lowest percentage was found on chromosome 19 (0.58% versus 4.79%; Figure 5).

**Figure 5:**
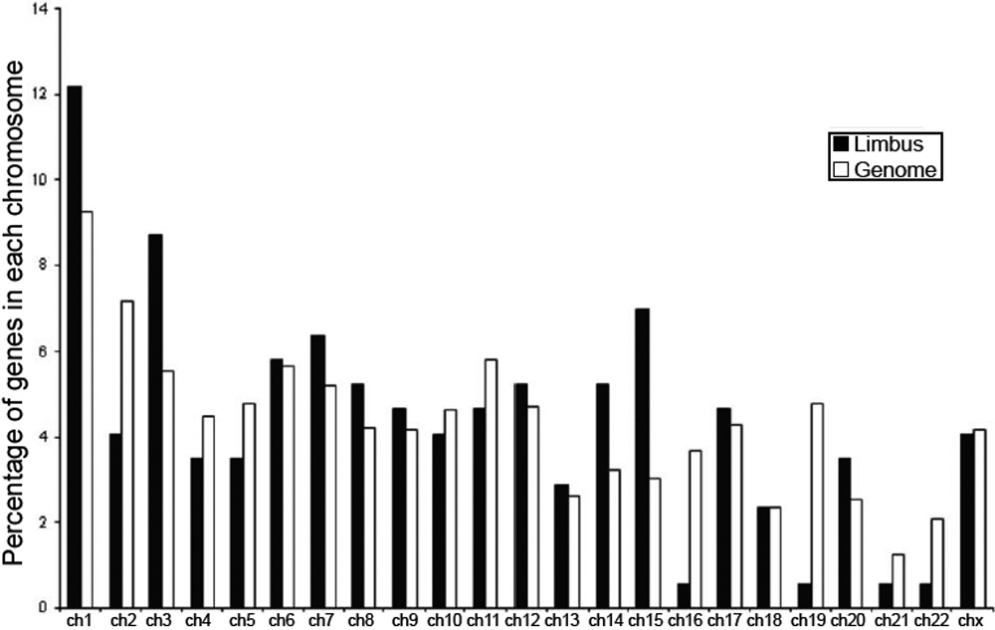
Chromosomal distribution of preferentially overexpressed genes in the limbus was disproportional to that of all other known human genes. Abbreviation: ch, chromosome.

## Discussion

This study is the first to investigate the gene profile of the limbus in direct comparison with those of two adjacent structures, the cornea and conjunctiva, in the vervet monkey. The purpose of this study is to elucidate potential molecular components of the LSC niche. The epithelia and the underlying stroma are included in the analysis. The advantage of this approach allows for comparing all different cell types simultaneously to identify the unique transcript in all cell types. One limitation of the approach is that the spatial location of the transcript needs to be further verified by immunohistochemistry.

To overcome the difficulty of obtaining sufficient fresh human ocular tissues, we used ocular tissues of the vervet monkey because the monkey genome is more than 95% similar to that of the human. All three tissues types were acquired from the same eye to reduce variations seen among different animals. Many signature genes of the cornea and conjunctiva were among the preferentially expressed genes in our microarray analysis (Figure 2). In addition, the expression levels of nine selected transcripts observed in the microarray experiment were consistent with those seen in our independent QRT–PCR analysis. Protein expression of K13, HOP, PERP, and TNC in all three tissue types in humans corresponded very well to their mRNA levels detected by both microarray and QRT–PCR methods. These results further validate the microarray data.

ATP-binding cassette member 2 (*ABCG2*) and *ΔNp63α* have been proposed as potential LSC markers. Our data showed that *ABCG2* was expressed in the conjunctiva at the highest level (124) followed by the limbus (75), which was consistent with the previous finding that conjunctiva contained a higher portion of the side population than the limbus [50]. Hence, *ABCG2* was not considered specific to the limbal region according to our selection criteria. 

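ABCG2, an efflux transporter, had 1 named probe set. Its value was 124 in the conjunctiva, 75.0 in the limbus, and 22.0 in the cornea. The conjunctiva was 1.66-fold above the limbus, and the limbus was 3.40-fold above the cornea. In the limbus and the cornea the value lay under 100.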

In the case of *ΔNp63α*, an isoform of *p63*, there were seven different probes on the array to identify *p63*, and the limbus had the highest expression levels detected by three of these probes but did not reach the twofold cut off level. Dr. Shigeru Kinoshita’s group [51] showed that *∆Np63α* was expressed in the basal and suprabasal layers in the epithelial cells in the limbus and conjunctiva, but at a slight lesser degree in the latter. The β isoform of the *p63* appeared to be the most specific to the basal epithelium in the limbus. To further confirm their findings, QRT–PCR using isotype specific primers would be necessary.

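The melanocyte and melanin synthesis list, fixed before the data were examined, had 17 genes measured, and 10 of them were highest in the limbus. Its median log2 shift was 0.87 in the limbus, above all 10000 matched random lists, -0.64 in the cornea, and -0.22 in the conjunctiva. In addition to TYRP1 and MLANA, 4 genes were at least 2-fold higher in the limbus than in both other tissues. The melanocyte transcription factor MITF was at 375 in the limbus, 106 in the cornea, and 174 in the conjunctiva, although by the median over its probe sets it was not highest in the limbus. The melanosomal glycoprotein GPNMB was at 194, 56.0, and 67.7. TRPM1 (44.2, 15.2, and 14.3) and the melanosomal receptor GPR143 (64.1, 21.4, and 31.8) passed at values under 100. The amyloid protein of melanosomes, PMEL, was at 695, 212, and 420 and missed the rule. KIT and EDNRB went the other way and passed in the cornea, where KIT was at 6078 against 1791 in the limbus and 1607 in the conjunctiva. The list holds genes that the paper names from these arrays; the 13 genes it does not name had a limbus median of 0.53.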

On the basis of the EASE annotation, we found that melanin metabolism was among the leading biological processes in the limbus in vervet monkey. This result is consistent with the observation that the limbus of the vervet monkey is highly pigmented. The palisades of Vogt, which is where LSCs are thought to reside, contain pigment granules that are aligned with the microplicae of the epithelium in human [6]. The melanocytes are scattered in the basal limbus epithelium [52]. Exposure to ultraviolet rays causes oxidative insult, DNA damage, and cell death in the corneal epithelia [53,54]. Epidermal melanocytes appear to play an important role in protecting epidermal tissue from oxidative damage. In addition, melanin pigmentation directly blocks ultraviolet radiation [55]. A recent article proposed that N-cadherin^+^ limbal melanocytes might be a cellular component of the LSC niche [8]. Whether melanocytes indeed constitute the LSC niche has yet to be confirmed. Nevertheless, there is mounting evidence that melanocytes play an important role in protecting neighboring cells from environmental insults.

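Of 16 desmosome and adherens junction genes measured, DSG1, DSC2, and DSP were at least 2-fold higher in the cornea than in both other tissues, and DSG3, which the paper names from these arrays, was the only such gene in the limbus. DSC2 was at 1116 in the cornea, 373 in the limbus, and 63.4 in the conjunctiva, and the desmosomal plaque protein DSP at 1895, 726, and 431. The median log2 shift of the list was 0.46 in the limbus, 0.43 in the cornea, and -0.74 in the conjunctiva. Among matched random lists, the value of the limbus stood at the 100th percentile and that of the cornea at the 99.7th. Scaling to the hybridization controls, chosen after seeing the data, turned the cornea median to -0.039, while a scaling of the whole array does not change the percentiles. With that scaling DSG1, DSC2, and DSP are each less than 2-fold higher in the cornea than in the limbus, while DSG3 keeps its 2-fold difference. Of 19 basement membrane genes measured, none passed in the limbus. LAMB1 and COL4A4 passed in the cornea, and COL4A2 and NID2 in the conjunctiva; COL4A4 was not highest in the cornea by the median over its probe sets. The limbus median of the basement membrane list was 0.024, at the 64.4th percentile of matched random lists.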

Cell-cell adhesion was another highly noticeable biological process in the limbus. P-cadherin and TNC have been previously shown to be expressed preferentially in the extracellular matrix of the limbus in adults [17,20,56,57]. Cadherins play important roles in cell adhesion, motility, and development [58]. P-cadherin is most abundant in the placenta [59] and is restricted to the basal or lower layers of stratified epithelia including the prostate and skin and also to the breast myoepithelial cells [60,61]. Its aberrant expression is implicated to the cause of increased invasiveness of breast and cervical cancer [62]. TNC is another extracellular matrix protein that is only expressed at the basal membrane of the limbal epithelium (Figure 4). This finding is consistent with those of previous observations [56,57]. It is one of the nonstructural extracellular matrix proteins that are believed to regulate cell adhesion and migration and to have signal-altering functions [31,32]. More importantly, TNC is expressed in several stem niches including the nervous system [63,64], skin [65], and hematopoietic system [66,67]. In the neuronal system, TNC functions as a modulator of growth factor responsiveness in the developing neuronal stem cell niche. It also plays a director role in the retention of hematopoietic progenitor cells via interaction with stromal cells in the hematopoietic stem cell microenvironment. The specific distribution of both P-cadherin and TNC at the limbus is intriguing, and whether they play a similar role in the LSC niche is yet to be elucidated.

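KRT13 had 1 named probe set, with a value of 5797 in the limbus, 1950 in the conjunctiva, and 303 in the cornea. The limbus was 2.97-fold above the conjunctiva and 19.1-fold above the cornea. HOPX had 3 named probe sets. The bright probe set was at 4049 in the limbus, 1789 in the conjunctiva, and 1024 in the cornea, so that the limbus was 2.26-fold above the conjunctiva and 3.95-fold above the cornea. On the remaining HOPX probe sets the limbus was at 19.0 and 20.9 and the conjunctiva, the highest tissue, at 34.0 and 30.3. These array values come from whole dissected samples and hold no position within the epithelium.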

Our microarray data and immunohistochemistry studies showed that both K13 and HOP were preferentially expressed in the limbus, but their expression patterns were totally different. While K13 was predominantly expressed in the suprabasal epithelium, HOP was found in a subgroup of basal epithelial cells and stromal cells. Based on the expression pattern, K13 would not be a candidate of LSC marker. However, this finding indicates that the limbal suprabasal epithelia are different from those in the cornea or conjunctiva. *HOP* is an atypical homeobox gene that modulates cardiac development via cardiomyocyte differentiation and proliferation [27,68]. It interacts with serum response factor (SFR) and results in the inhibition of SRF-dependent cardiomyocyte specific genes. HOP is also expressed in the placenta and modulates the differentiation of trophoblastic cell lineage [69]. Our study is the first to identify that HOP is preferentially expressed in the basal limbal epithelial cells and the underlying stromal cells. Its unique anatomic expression suggests that it might also involve in the differentiation or proliferation of LSCs.

The chromosomal distribution of the limbus-specific genes was not random and was disproportionate to the general chromosome distribution of known human genes (Figure 5). Chromatin-remodeling factors are involved in maintaining chromatin structures and modulating gene expression in organisms ranging from yeast to human [70]. Previous studies showed that niche signals can regulate the renewing ability of stem cells at the chromatin level [71]. Whether the transcription of limbus-specific genes is regulated by chromosome-modeling factors as is the transcription of particular genes in embryonic stem cells and some adult stem cells is a very interesting idea, but its investigation is beyond the scope of the current study.

In summary, our microarray study has identified many genes that are preferentially expressed in the limbus of the vervet monkey that have not been reported previously. Expressions of HOP, TNC, K13 and PERP at the protein level are confirmed in humans. The findings of our study might provide valuable information in the molecular components and biological processes of limbal epithelial cells.

How the deposited data were processed for this re-analysis (not part of the article)

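Gene expression was measured in the limbus, the cornea, and the conjunctiva of the vervet monkey with Affymetrix human U133 Plus expression arrays, with 1 array per tissue and 3 arrays in all. The authors amplified total RNA, read probe intensities, and normalized each array by RMA with the justRMA routine, combining it with a fixed pool of reference arrays; the submitters' processing notes name RMA without a version. The deposited values are intensities on a linear scale, 1 per probe set and array, for 54675 probe sets with 0 missing values, and the table holds 0 columns of other samples. Because each array was normalized with the reference pool and not with the other arrays of the study, differences of scale between the arrays can remain. In the distribution of all values they were small. The lower quartile was 23.7 in the limbus, 23.8 in the cornea, and 24.5 in the conjunctiva, and the upper quartile was 129, 126, and 127.

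Probe sets were named from an older annotation of the array, in which 41097 probe sets had exactly 1 gene symbol, 1801 had several, and 11777 are not named here. No gene was named from a probe set with several symbols, and 19775 distinct symbols remained, 10523 of them with more than 1 probe set. Some genes of the paper and of the gene lists are not reported here for this reason. Human chromosomes were not analysed here, so the chromosomal distribution has no values.

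Everything else was computed here, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1; the plot was drawn with matplotlib 3.10.9. Correlations are Pearson's r over all probe sets on the linear scale. A probe set was counted for a tissue when its ratio to each of the other tissues was at least 2, with no filter on level. The average ratio is the mean of both ratios. A gene of Table 2 was read from the probe set with the accession printed there (41 genes) or, failing that, by its symbol (4 genes). Where an accession belongs to several probe sets, the one with the larger average ratio was used, which was decided after seeing the data. In all other cases a gene is represented by its probe set with the highest mean log2 value. Named genes are those of the paper's text, Table 2, and Figures 2 and 3, whose values in the paper had been seen, and the 20 genes of the limbus and the 15 each of the cornea and the conjunctiva with the largest average ratio among counted probe sets with 1 symbol and a value of at least 100. Members of the gene lists counted for any tissue complete them.

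Gene lists, 25 in all, were fixed with the other settings before the data were examined. The shift of a list is the median over its genes of log2 value minus the mean log2 value of the other tissues. It is given with its percentile among 10000 random lists of the same size, matched on mean log2 value in 20 bins. With 1 array per tissue there is no replicate, no test across genes was made, and the number of arrays limits the precision. Most values on an array are under 100, and ratios of such values are uncertain.

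The selection and the list percentiles were tested on simulated arrays. For the comparison of the limbus with both other tissues, over 54675 probe sets, 89.6% of probe sets raised 2.5-fold and 100% of those raised 4-fold were selected, with 0 unchanged probe sets. Without replicate arrays, the noise of the simulation could not be set from these data. These shares are therefore not error rates of the rule on the real arrays. A total of 29 alternatives was set before the data were examined and 5 were added afterwards. They vary the scale and type of correlation, the threshold of the ratio, a minimum level of 100, a pseudocount of 32, the scaling of the arrays, the unit of counting, and the choice of probe set.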

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

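The tests in this part were chosen after the values were seen. Affymetrix control probe sets were found among the selected probe sets: 12 were at least 2-fold higher in the cornea than in both other tissues, and 0 in the limbus or the conjunctiva. All of these were poly-A controls, bacterial transcripts added to the RNA before amplification, which the paper does not discuss, and whose 3′ probe sets had a geometric mean of 555 in the cornea, 162 in the limbus, and 233 in the conjunctiva. The hybridization controls, added after it, had 1128, 735, and 902, and all 18 were highest in the cornea. Differences between tissues were also taken within each probe set, and their median need not match the ratio of these geometric means. By that median the poly-A controls rose above the hybridization controls by a further 1.24 on the log2 scale in the cornea against the limbus. This argues against a scaling of the whole array as the only source. Against the conjunctiva the excess by the same median was 0.85, and each of the dap, lys, phe, and thr families showed an excess in both comparisons. Less sample RNA for each amount of poly-A control in the cornea reaction would give such an excess, as a hypothesis. The paper reports the smallest RNA yield for the cornea but also a standard starting amount for the amplification. The yield by itself therefore does not give a smaller input. Whether gene values changed as a result was not tested.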

How the results depend on the processing

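No paired analysis was possible because each tissue has 1 array and the results come from no test. The correlations moved by at most 0.05 under every alternative, but the limbus was closer to the conjunctiva than to the cornea on the log2 scale (0.968 and 0.962) and by Spearman's coefficient (0.961 and 0.954). The counts of 194 in the limbus, 724 in the cornea, and 604 in the conjunctiva stayed within 1.5-fold when the arrays were centred on their medians, quantile normalized together, stripped of control probe sets, or counted by symbol. In the order limbus, cornea, conjunctiva, they became 1023, 2679, and 2196 at a ratio above 1.5, 37, 177, and 172 at a ratio above 3, 74, 417, and 346 with a pseudocount of 32, and 94, 374, and 332 with each gene read from its probe set with the highest mean. The limbus count fell to 122 with a minimum level of 100. With each array divided by the mean of its hybridization controls, chosen after seeing the data, the counts were 1028, 190, and 354, so the limbus had the most and not the fewest. Every limbus value then rises and every cornea value falls, so more limbus and fewer cornea probe sets must pass. The direction of this change is set by the scaling and is no separate evidence on the counts. This scaling changes the median of all log2 values by 0.30 in the limbus and -0.31 in the cornea, although the array medians were close before it. It adds 0.46 to every list median in the limbus and -0.47 in the cornea, so that the cell cycle list in the cornea fell to 0.0065 and the desmosome and adherens junction list there turned to -0.039; since every gene moves alike, the percentiles among random lists do not change. The melanocyte list in the limbus ranged from 0.61 to 1.32 and the adhesion list from 0.79 to 1.80.

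Of 119 named genes counted for a tissue, 67 kept a 2-fold difference by the median over all probe sets of the gene, 99 with the pseudocount, 88 with the scaling to hybridization controls, 109 after quantile normalization, and 119 after median centring. Genes with 1 probe set, such as KRT12, KRT13, and MYBPC1, cannot change by the median over all probe sets. They are among the 67 by construction, so the 67 overstate the agreement between probe sets. By the median over all probe sets, the log2 difference to the next tissue turned negative for HOPX (-0.70), TDRP (-2.19), ADCY1 (-0.76, with an average ratio of 0.712), GUSBP11 (-0.072), MYLK (-0.36), MITF (-0.060), COL12A1 (-0.29), COL4A4 (-0.25), ACTA2 (-0.31), and B2M (-0.16), and the corneal endothelium list in the cornea turned to 0.26. TDRP started from its brightest probe set, which was counted for the cornea. The median turned it towards the limbus, with an average ratio of 4.36 there. The cause was not tested, and such a median, taken in each tissue separately, can set levels of different probe sets against each other. Differences that were under 2-fold changed sign as well. By the median over all probe sets COCH, PENK (average ratio 2.12), PAX3, and EPS8L1 became highest in the limbus and GNB4 in the conjunctiva. PERP (-0.22) and KRT15 (-0.20) became highest in the limbus after quantile normalization and, like PENK, PAX3, and GNB4, under the scaling to hybridization controls; GAPDH changed sign under both. List medians within the range of random lists also changed sign. The 2 alternatives on the chromosomal share were not run, since human chromosomes were not analysed here. Ratios of low values depend on the background left in them: 20 of the 119 genes fell below 2-fold with the pseudocount.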

Differences from the paper's values

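Of the 45 genes of Table 2 with a named probe set, 43 had an average ratio within 0.005 of the paper's value. PENK had 0.832 on the probe set with the highest mean, and the paper's value is 5.39. None of the alternatives set before the data were examined closes this gap, but another PENK probe set, taken for this comparison after seeing the values, gives 5.39. That probe set was counted for the limbus, at 148 against 27.7 in the cornea and 27.1 in the conjunctiva. By it PENK is among the 20 limbus genes with the largest average ratio, so the gap comes from the choice of probe set. NTNG1 had 4.61, and the paper's value is 7.22, with the same outcome under the alternatives set before; scaling to the hybridization controls, chosen after seeing the values, gives 6.54, within 1.5-fold, but moves the counts (1028 in the limbus) away from the paper's. The accession that Table 2 gives for it was not used here. Each of the 50 values of Table 2, 7.22 included, lies within 0.005 of the average ratio of some selected probe set, whatever its name.

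In Fig. 3 the solid bars, which its legend gives as microarray values, were read by eye, to about 0.02. TNC in the cornea had a relative level of 0.13, against about 0.2 in Fig. 3, and in the conjunctiva 0.185, against about 0.33 in Fig. 3. HOPX in the cornea had 0.253, against about 0.05 in Fig. 3. No alternative set before the data were examined brings these values within 1.5-fold, although for TNC in the cornea the error of the reading is as large as the amount by which it passes that limit. PERP was highest in the cornea, while its solid bar is highest in the limbus; with the 3 arrays quantile normalized together the limbus was highest here too. For PERP, TNC, and HOP, the values here are nearer to the white bars, which the legend gives as QRT-PCR, and for the other 6 genes to the solid bars. The bars were read again when the array values were known, so this comparison was not blind, and a measurement of the bar heights failed on most solid bars of the cornea.

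The paper counts 186 transcripts for the limbus, 644 for the cornea, and 506 for the conjunctiva; the 194, 724, and 604 probe sets found here by its rule are within 1.5-fold. Counting probe sets of the same gene once and those with no symbol singly, a rule chosen after seeing the values from several looked at, gives 186, 635, and 499 and drops none of the genes.

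The paper describes keratin 12 and keratocan as minimally expressed in the limbus. Keratin 12 was at 2633 there, 0.326 of its value in the cornea, and keratocan at 85.3, which is 0.274 of its value in the cornea; both were highest in the cornea, as the paper states.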

Other observations

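Among genes proposed as markers of limbal stem cells, KRT14, KRT15, KRT19, SOX9, ITGA9, and ABCG2 were at least 2-fold higher in both the limbus and the conjunctiva than in the cornea. Of 20 such genes measured, 13 were highest in the conjunctiva, 5 in the cornea, and 2 in the limbus. The basal keratin KRT14 was at 5521 in the conjunctiva, 4580 in the limbus, and 53.1 in the cornea, and the transcription factor SOX9 at 566 in the conjunctiva and 23.9 in the cornea, with the limbus in between. CDH3 was the only member counted for the limbus, and CDH2 and ITGA6 were counted for the cornea. The median shift of the list was 0.36 in the conjunctiva, 0.093 in the limbus, and -0.48 in the cornea. Its percentile among matched random lists was 99.92 in the conjunctiva, 99.17 in the limbus, and 0 in the cornea. With the scaling to the hybridization controls, chosen after seeing the data, the limbus median is larger than that of the conjunctiva, and KRT14 and KRT15 are highest in the limbus. Cell cycle genes were highest in the cornea in 14 of 17 cases, with a median shift of 0.48 there, -0.14 in the limbus, and -0.26 in the conjunctiva; the list stood at the 99.9th percentile of matched random lists in the cornea. Scaling to the hybridization controls, chosen after seeing the data, lowers every list in the cornea alike, this list to 0.0065, and leaves that percentile as it is. Only TOP2A and AURKA passed the 2-fold rule, and others differed little, such as MCM7 at 388 in the cornea and 375 in the limbus. With the scaling to the hybridization controls, TOP2A and AURKA are also less than 2-fold higher in the cornea than in the limbus.

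The leukocyte, smooth muscle, and blood vessel lists had their largest median shift in the conjunctiva. Scaling to the hybridization controls, chosen after seeing the data, adds 0.456 to every list median in the limbus and 0.0138 in the conjunctiva. With it the blood vessel and lymphatic lists are larger in the limbus than in the conjunctiva, while the leukocyte and smooth muscle lists keep their order. All 15 leukocyte genes measured were highest there, 5 of them by 2-fold, with a median shift of 0.77; PTPRC was at 352 in the conjunctiva, 81.9 in the limbus, and 18.8 in the cornea. The smooth muscle and pericyte list had a median shift of 1.83 in the conjunctiva, with ACTA2, MYH11, TAGLN, and CNN1 counted, although ACTA2 was not highest there by the median over its probe sets. The blood vessel list shifted by 0.75 in the conjunctiva and 0.38 in the limbus, with PECAM1 at 675, 462, and 45.9 in the conjunctiva, the limbus, and the cornea; 4 of its 13 genes, among them EMCN and TIE1, were highest in the limbus. The lymphatic list shifted by 0.39 in the conjunctiva and 0.075 in the limbus.

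The remaining lists are given as values for the limbus, the cornea, and the conjunctiva. The trabecular meshwork list had median shifts of 0.16, 0.58, and -0.74, the corneal endothelium list 0.30, -0.54, and -0.47, and the Wnt pathway list 0.11, -0.43, and 0.26. The immediate early response list had 0.17, -0.28, and 0.16, and the housekeeping list -0.24, 0.17, and 0.16, with B2M and GUSB counted for the conjunctiva. The genes that the paper chose for QRT-PCR had a limbus median of 2.69, and its signature genes 1.07; both were picked by the study and are not independent evidence. The corneal endothelium list shares COL8A1 with the adhesion genes of the paper.

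Probe sets of the same gene disagreed more often for the limbus than for the other tissues. TDRP was counted for the limbus, and its brightest probe set was at 990 in the cornea, 473 in the limbus, and 361 in the conjunctiva. GNB4 was counted on a probe set at 460 in the limbus, and its brightest probe set was at 155 in the cornea, 141 in the conjunctiva, and 139 in the limbus. The brightest probe set of COCH was at 273 in the cornea and 169 in the limbus.

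Of the tests in the next paragraphs, only the noise test of the cornea array was chosen before its result was seen. The limbus had the fewest counted probe sets. A candidate explanation is that the limbus lies between its neighbours, as a boundary or as a mixed dissection, which leaves few values above both. It would also leave few values below both, which the count of higher values does not fix, and 51 probe sets were at least 2-fold lower in the limbus than in both other tissues, compared with 947 in the cornea and 549 in the conjunctiva. Noise of the cornea array would act on the limbus and the conjunctiva counts alike. By itself it does not account for fewer probe sets in the limbus than in the conjunctiva (194 against 604 higher, and 51 against 549 lower). Whether noise shared by the probe sets of a gene added to the counts of the cornea cannot be told. In the test set down before, 71.0% of other probe sets of cornea genes were highest in the cornea, with 43.4% among all such probe sets. The matching shares were 32.7% and 24.3% for the limbus, and 67.4% and 32.3% for the conjunctiva. The agreement in the cornea was to count against noise. It argues against noise that falls on each probe set separately. Noise from amplification may be shared by the probe sets of a gene, which was not tested. On such noise the agreement does not decide. A real boundary and a mixed dissection were not told apart by any test, and the order of the counts turned under scaling to the hybridization controls (1028 in the limbus). That scaling raises every limbus value, so it does not test either explanation.

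The melanocyte list had its largest median in the limbus, where 6 of its 17 genes were counted, while KIT and EDNRB were counted for the cornea; MYBPC1 was also higher in the limbus. Melanocytes in the sample are a candidate source for the first: the 13 list members that the paper does not name lay at the 100th percentile of matched random lists. The pigment epithelium list had a limbus shift of -0.076, with 0.050 in the cornea and -0.18 in the conjunctiva, but only 3 of its 8 genes reach 100 in any tissue, so this source stays open. For skeletal muscle fibres the values go both ways: 0 of 8 contractile genes were counted for the limbus, with a median shift of -0.11, but their highest limbus value was 65.2, and TNNT1 (168 in the limbus and 270 in the conjunctiva) and MB (73.5 and 177) were higher in the conjunctiva while TNNI2 was higher in the limbus, so this source stays open. The full skeletal muscle list shifted by -0.081, -0.020, and 0.15 in the limbus, the cornea, and the conjunctiva, with TNNI2 and MYBPC1 counted for the limbus and MB for the conjunctiva.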
